A study of Mus musculus with 24 samples. Its data were reported in "Phospho-regulation of ATOH1 Is Required for Plasticity of Secretory Progenitors and Tissue Regeneration" (2018).

How the data were processed

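RNA was measured by bulk sequencing in 24 libraries of mouse intestinal epithelium. The mice carried a tamoxifen-inducible Cre downstream of Atoh1 and a tdTomato reporter, with either the wild-type Atoh1 sequence (WT) or a mutant in which 9 serine or threonine sites followed by proline were changed to alanine (9S/T-A). Epithelial cells positive for EpCAM and tdTomato were sorted from small intestine (SI) and colon the day after a 3 mg dose of tamoxifen. Per the paper, the proximal part of the SI was dissected. Genotype and tissue made 4 groups of 6 libraries, numbered 2 to 7 in each group, with the same sex for the same number throughout (3 female and 3 male numbers per group).

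The authors aligned single-end stranded reads to GRCm38 with TopHat2 and deposited raw counts per Ensembl gene from featureCounts v1.5.2, without normalization. Per the file headers, reads were counted over exons by strand, and primary alignments alone were used, so a read with several possible positions was counted at 1 of them. Counts of genes with close paralogs or processed pseudogenes are therefore uncertain, and such genes are named as uncertain where they appear. Each library had 45513 genes. Gene symbols and biotypes came from GENCODE M21 (GRCm38), which named 44671 of the genes (98.15%), and 82.07% of those had the same chromosome, start and end as in the count files. Positions are those of the count files or of that annotation in the same build.

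Total counts ranged from 36 M to 65.8 M per library, and intervals from such totals would cover counting error alone. Same-group libraries were compared for duplication (60 pairs), and 0 were identical. Sex labels were checked with Xist and Ddx3y.

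Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr by group, TMM factors, quasi-likelihood fit and test, two-sided) within each tissue for genotype, within each genotype for tissue, and over all 24 libraries for the product of genotype and tissue. Adjusted p is the Benjamini-Hochberg value over the genes tested, and genes under 0.05 are called changed. Expression is given as TMM-scaled counts per M (CPM), computed within the libraries of the fit, as mean ± SD. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. The test was tested on simulated data with the depth and spread of these libraries and 200 changed genes of about 2-fold. It recovered 77% of them in SI with 5 false calls and 77.5% in colon with 3 false calls, and made 0 calls in simulated data without changed genes. DESeq2 1.42.0 recovered 87% and 82.5% with 44 and 36 false calls. The simulated libraries were drawn independently, so deviations shared by same-numbered libraries were absent.

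Marker sets for goblet, Paneth, enteroendocrine, stem, cycling, absorptive and tuft cells and for MHC class II, with leukocyte and stromal sets as contamination checks, were written by hand. The score of a set was the mean of log2(CPM + 1) over its genes that passed the filter. Scores were compared with an exact two-sided permutation test over the 924 splits of 6 against 6 libraries, whose smallest p is 0.00216, and adjusted over 16 tests (8 sets in both tissues). Whether the genotype difference of a score differed between tissues was tested by permuting the genotype over the colon minus SI differences of the 12 pairs of SI and colon libraries that share genotype and number (the same 924 splits, exact, two-sided), adjusted over 8 sets.

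The replicate numbers in the sample titles are shared by the 4 groups, and the labels do not say whether they mark mice, litters or batches. The replicate number was therefore used as a block in an alternative to every fit. In the interaction fit the block was the genotype and number together. Whether same-numbered libraries deviate together was checked by correlating, across genes, their deviations from their group means, against the 720 ways of pairing the numbers (exact, one-sided). For scores, the blocked test was an exact two-sided flip of signs over 64 patterns, whose smallest p of 0.0312 can hardly pass the correction for 16 tests.

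Named genes were chosen by a rule. In each tissue, they were the 4 genes with the largest rise and the 4 with the largest fall among called genes with a mean of at least 1 log2 CPM and every 9S/T-A library on the same side of the WT mean. In addition, Atoh1, Muc2, Tff3, Spdef, Dll4, Rassf4, Lyz1, Lgr5, Chga and Mki67 were named whatever their result. For the tissue contrast in WT, the 3 largest rises and falls among genes that met the same rule were named. For the interaction, the 3 genes with the smallest adjusted p were named. A gene of colon that met the rule is not reported here. The groups, tests, marker sets, named-gene rule and most alternatives were fixed before the data were examined.

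Alternatives were DESeq2's Wald test, its size factors (RLE) in edgeR, an adjusted p threshold of 0.1, no gene filter, a mean of at least 10 counts, sex as a covariate, all 24 libraries in a single fit, the replicate block, and leaving out each library. For scores they were a pseudocount of 0.1, plain totals in place of TMM, all genes of a set, the median over a set, limma 3.58.1 camera, and the flip of signs. Leaving out number 2 or number 7 in both genotypes, and the blocked fits that each left out 1 number, were chosen after seeing the data. Each genotype split was compared with the 32 splits that also separate all 6 same-numbered pairs.

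Parents of processed pseudogenes were found from shared sequence words in the GENCODE M21 transcripts. Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 read the files and drew the plots. Cells negative for tdTomato, the published gene signatures and the aligned reads were not analysed here.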

Results

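Messenger RNA of sorted EpCAM and tdTomato positive cells, which carry the reporter after expressing Atoh1, was counted in 24 mouse libraries. There were 6 libraries each from WT SI, 9S/T-A SI, WT colon and 9S/T-A colon. Total counts, with M for the prefix mega, were 51.3 ± 7.99 M (SD, n = 6) in WT SI, from 36 to 57.8 M, and 57.6 ± 7.3 M in 9S/T-A SI, from 47.2 to 65.8 M. In colon they were 50.9 ± 3.58 M in WT, from 44.7 to 54.7 M, and 55.9 ± 6.25 M in 9S/T-A, from 49.0 to 65.2 M. A single gene took 12.1% of the counts on average in WT SI and 13.5% in 9S/T-A SI, against 1.96% and 2.70% in the colon groups. The 20 genes with the most counts took 40.3% and 42.0% in SI and 14.9% and 16.6% in colon. Xist (chromosome X, 103460375 to 103483217) was between 126.5 and 742.8 CPM in the 12 libraries labelled female and at most 1.11 CPM in the 12 labelled male. Ddx3y (chromosome Y, 1260771 to 1286629) was between 16.7 and 22.4 CPM in males and at most 0.0859 CPM in females.

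The study asked whether an ATOH1 protein that cannot be phosphorylated at these sites shifts the programmes of secretory cells and their precursors. The targeted gene itself, Atoh1 (ENSMUSG00000073043, GRCm38 chromosome 6, 64729146 to 64731233), had 71.7 ± 11.9 CPM (SD, n = 6) in WT SI and 58.3 ± 8.65 CPM in 9S/T-A SI, a log2 fold change of -0.30 (SE 0.118, edgeR adjusted p = 0.23). In colon it had 131.4 ± 18.6 CPM in WT and 111.2 ± 16.2 CPM in 9S/T-A, a log2 fold change of -0.24 (SE 0.11, adjusted p = 0.558). With the replicate block the adjusted p was 0.239 in SI and 0.0912 in colon, so neither difference passed the correction. Leaving out each library moved the change from -0.36 to -0.21 in SI and from -0.31 to -0.18 in colon. Reads over the altered codons were not analysed here.

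The genotype comparison in SI tested 16236 genes, and 315 were called changed, 168 higher and 147 lower in 9S/T-A, while 2556 had an unadjusted p under 0.05. Of the 315, 112 changed at least 2-fold, the median absolute log2 fold change was 0.77, and the biological coefficient of variation was 19.5%. With the replicate block, 477 genes were called (229 higher, 248 lower), 281 of them in both fits. Same-numbered SI libraries of the 2 genotypes deviated together, with a mean correlation across genes of 0.18 against -0.035 for other numbers (exact one-sided permutation p = 0.0278). The alternative that moved the count most was the blocked fit without number 2 in both genotypes, with 2476 genes, and among the alternatives fixed beforehand it was DESeq2 with 779 genes. Exchanging the genotype labels of the SI libraries numbered 2 alone gave 446 genes, more than the 315 of the real labels.

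In SI, 144 raised and 93 lowered genes met the rule for named genes. Akp3 (ENSMUSG00000036500, chromosome 1, 87124973 to 87127912) rose from 10.2 ± 3.49 to 39.4 ± 24.9 CPM (SD, n = 6), a log2 fold change of 1.95 (SE 0.436, adjusted p = 0.0338), and lost its call in 8 of the 12 fits that each left out a library. Sval1 (ENSMUSG00000029865, chromosome 6, 41951630 to 41956098) rose from 3.65 ± 0.355 to 12.8 ± 3.57 CPM, a log2 fold change of 1.81 (SE 0.157, adjusted p = 1.5e-05). Id4 (ENSMUSG00000021379, chromosome 13, 48261427 to 48264036) rose from 5.79 ± 0.635 to 19.2 ± 3.16 CPM, a log2 fold change of 1.73 (SE 0.118, adjusted p = 1.14e-06). Ttc28 (ENSMUSG00000033209, chromosome 5, 110879803 to 111289780) rose from 1.52 ± 0.531 to 4.97 ± 0.959 CPM, a log2 fold change of 1.70 (SE 0.235, adjusted p = 0.00134). Mptx2 (ENSMUSG00000079180, chromosome 1, 173274382 to 173277777) went from 875.3 ± 208.9 to 35.1 ± 19.3 CPM, a log2 fold change of -4.64 (SE 0.328, adjusted p = 1.69e-06). Cd177 (ENSMUSG00000052212, chromosome 7, 24743985 to 24760311) went from 11.1 ± 4.16 to 2.27 ± 0.772 CPM, a log2 fold change of -2.29 (SE 0.294, adjusted p = 0.00069). Duox2 (ENSMUSG00000068452, chromosome 2, 122279247 to 122298165) went from 25.4 ± 15.9 to 5.57 ± 1.45 CPM, a log2 fold change of -2.19 (SE 0.352, adjusted p = 0.00406). Ang5 (ENSMUSG00000053961, chromosome 14, 43957069 to 43963080) went from 42.6 ± 14.5 to 11.1 ± 1.76 CPM, a log2 fold change of -1.94 (SE 0.208, adjusted p = 0.000135). These 8 genes kept their call with the replicate block.

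Counts of Akp3, Mptx2 and Ang5 are uncertain because close paralogs share sequence with them. Mptx2 was among 6 genes called in SI in the 5 Mb of chromosome 1 that start at 170 Mb, and Ang5 among 8 between 40 and 45 Mb of chromosome 14. In the same part of chromosome 14, Ear1 (ENSMUSG00000072601, 43818765 to 43875517) had between 166 and 581 counts in every WT SI library and 0 in every 9S/T-A SI library (log2 fold change -11.33, SE 0.598, adjusted p = 1.16e-05), and at most 1 count in each colon library. Of the genes called in SI, 6 Ear genes fell, and 6 defensin (Defa), 8 Klk1 and 5 Serpina1 genes rose. Reads shared within these families leave their single members uncertain. These counts cover called genes only. The mean score of the 8 defensin genes of the Paneth set differed by 0.005 in SI (exact permutation p = 0.987), so a rise of defensins as a group was not shown. Pseudogenes made up 20 of the 315 genes. Plain totals moved the median log2 fold change of all SI genes to -0.11, against 0 with TMM.

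In colon the same comparison tested 16997 genes, and 54 were called changed, 39 higher and 15 lower in 9S/T-A, while 1497 had an unadjusted p under 0.05. Of the 54, 32 changed at least 2-fold, the median absolute log2 fold change was 1.17, and 10 were pseudogenes. The replicate block moved the count most, to 385 genes (254 higher, 131 lower), with all 54 among them. Same-numbered colon libraries of the 2 genotypes deviated together, with a mean correlation across genes of 0.316 against -0.057 for other numbers (exact one-sided permutation p = 0.00417). Without number 7 this correlation was 0.225, and it was 0.099 in SI.

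In colon, 26 raised and 12 lowered genes met the rule for named genes. H2-Aa (ENSMUSG00000036594, chromosome 17, 34282744 to 34287827) rose from 1.38 ± 0.827 to 38.7 ± 54.6 CPM (SD, n = 6), a log2 fold change of 4.80 (SE 0.865, adjusted p = 0.0297), with 148.5 CPM in replicate 6 and 1.93 CPM in the lowest replicate, and class II paralogs can share its reads. Sgtb (ENSMUSG00000042743, chromosome 13, 104109741 to 104141735) rose from 3.00 ± 0.629 to 10.4 ± 4.86 CPM, a log2 fold change of 1.80 (SE 0.31, adjusted p = 0.0218). H2-Aa lost its call in 7 and Sgtb in 8 of the 12 fits that each left out a library. Art2b (ENSMUSG00000030651, chromosome 7, 101578860 to 101581161) rose from 1.73 ± 0.381 to 4.75 ± 1.21 CPM, a log2 fold change of 1.45 (SE 0.188, adjusted p = 0.00274), with reads that close paralogs can share. Rab2b (ENSMUSG00000022159, chromosome 14, 52261759 to 52279545) went from 7.26 ± 1.77 to 2.82 ± 0.816 CPM, a log2 fold change of -1.37 (SE 0.196, adjusted p = 0.00581), in a part of chromosome 14 (50 to 55 Mb) with 11 genes called in SI. Acpp (ENSMUSG00000032561, chromosome 9, 104288316 to 104337728) went from 38.3 ± 5.68 to 18.5 ± 3.28 CPM, a log2 fold change of -1.05 (SE 0.125, adjusted p = 0.00152).

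The other genes described for colon were processed pseudogenes, which share sequence with their parent genes, so the origin of their reads is uncertain. Rps3a3 (ENSMUSG00000059751, chromosome 13, 108670603 to 108671397) went from 301.3 ± 68.8 to 145.5 ± 12.5 CPM (SD, n = 6), a log2 fold change of -1.05 (SE 0.148, adjusted p = 0.00547). Gm13213 (ENSMUSG00000083885, chromosome 4, 133638210 to 133638683) went from 2.92 ± 0.301 to 1.66 ± 0.209 CPM, a log2 fold change of -0.81 (SE 0.125, adjusted p = 0.00977). These 7 colon genes kept their call with the replicate block.

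**Figure D1:**
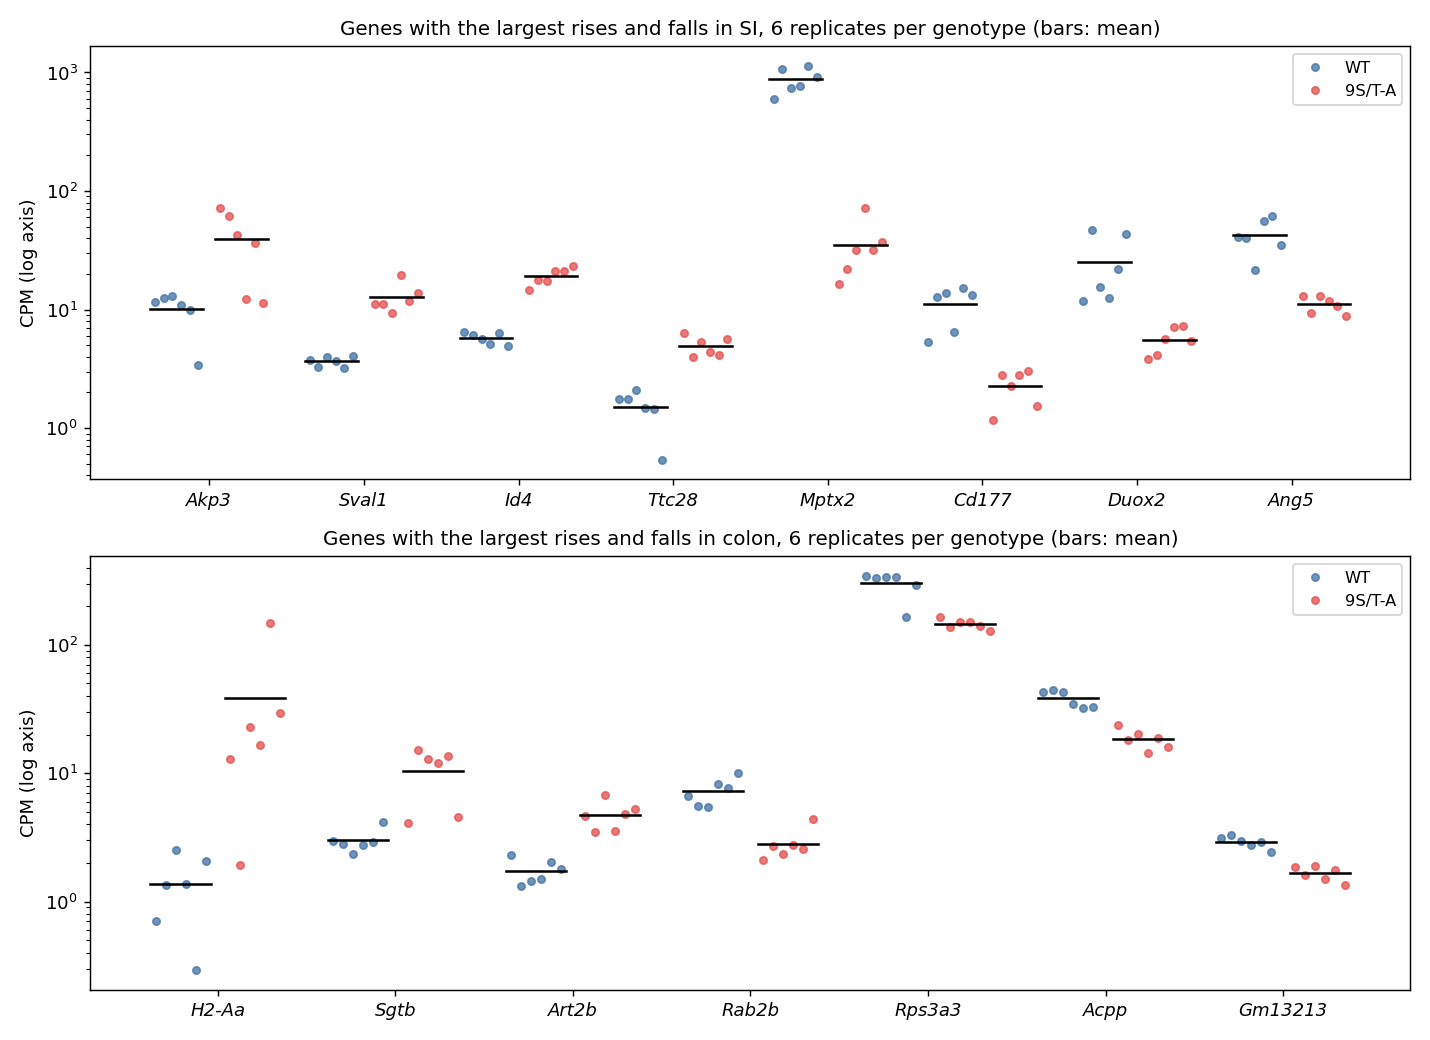
TMM-scaled counts per M (log axis) of the 8 genes of SI and the 7 of colon, with a point per replicate and a bar at the mean of each genotype. The 6 points of WT Mptx2 in SI lie between 596.8 and 1142 CPM and those of 9S/T-A between 16.6 and 71.5 CPM, while the 9S/T-A points of H2-Aa in colon spread from 1.93 to 148.5 CPM.

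Among the genes named whatever their result, none was called in either tissue in the edgeR fit to all 12 libraries of a tissue without the replicate block, while 2556 genes in SI and 1497 in colon had an unadjusted p under 0.05. Muc2 (ENSMUSG00000025515, chromosome 7, 141690340 to 141754693), a goblet cell mucin, had 21480 ± 3312 CPM (SD, n = 6) in WT and 25910 ± 4781 CPM in 9S/T-A SI, a log2 fold change of 0.27 (SE 0.157, adjusted p = 0.434). In colon it had 15560 ± 2292 and 21430 ± 3106 CPM, a log2 fold change of 0.46 (SE 0.13, adjusted p = 0.223, and 0.0282 with the replicate block). Dll4 (ENSMUSG00000027314, chromosome 2, 119325784 to 119335962) had a log2 fold change of 0.35 in SI (SE 0.096, adjusted p = 0.0867, and 0.0352 with the replicate block) and -0.06 in colon (SE 0.084, adjusted p = 0.99). Mki67 (ENSMUSG00000031004, chromosome 7, 135689788 to 135716379), a gene of cycling cells, had a log2 fold change of -0.32 in SI (SE 0.112, adjusted p = 0.185) and 0.47 in colon (SE 0.175, adjusted p = 0.409, and 0.00175 with the replicate block). Chga (ENSMUSG00000021194, chromosome 12, 102554969 to 102565027), an enteroendocrine gene, had -0.09 in SI (SE 0.299, adjusted p = 0.922) and -0.62 in colon (SE 0.19, adjusted p = 0.292, and 0.0414 with the replicate block). The log2 fold changes in SI and colon were 0.20 and -0.27 for Tff3, 0.27 and 0.10 for Spdef, -0.35 and 0.00 for Rassf4, -0.15 and 0.65 for Lyz1, and -0.16 and -0.34 for Lgr5, with adjusted p from 0.15 to 1.

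To ask whether both tissues showed the same genotype effect, log2 fold changes were compared across genes, which are not independent replicates. Same-numbered SI and colon libraries of a genotype deviate together (mean correlation 0.281 in WT and 0.349 in 9S/T-A), which alone can correlate these changes. The values below were not compared with any expected without a genotype effect, so they do not by themselves show a shared effect. Over the 278 genes called in SI and tested in colon, Pearson's r was 0.565 and Spearman's rho 0.391, and 71.6% had the same sign. Over all 15558 genes tested in both tissues, the alternative that moved it most, r was 0.166 and rho 0.125, with 54.9% of the same sign. There were 13 genes called in both tissues, all in the same direction: 9 rose (among them Dll3, Gm15610, Id2, Id4, Kcnh2, Parp3, Tma7-ps and Twf2) and 4 fell (Acpp, Gm17669, Psmb5-ps and Rps3a3). Of these, Gm15610, Gm17669, Psmb5-ps, Rps3a3 and Tma7-ps are processed pseudogenes of uncertain origin of reads, and Psmb5-ps (ENSMUSG00000080992, chromosome 11, 102659128 to 102659925) had the largest change, -6.92 in SI and -7.32 in colon (adjusted p = 8.33e-06 and 2.13e-05). Among the 13, 5 lay within 5 Mb of another.

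**Figure D2:**
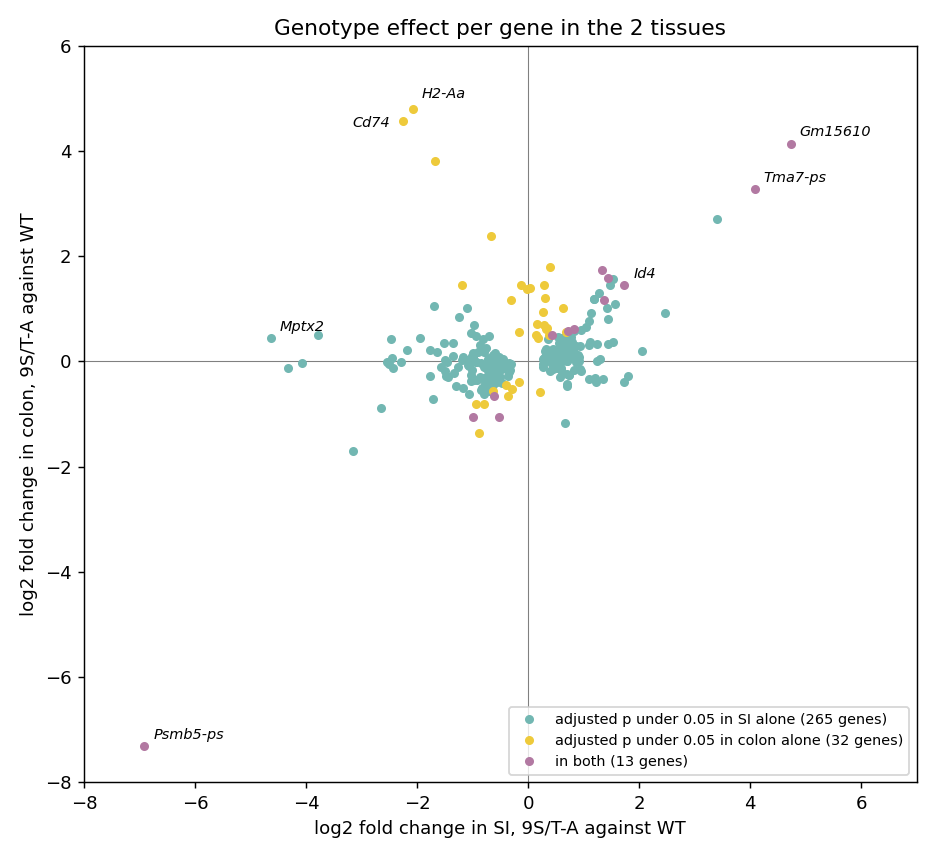
Log2 fold change of 9S/T-A against WT in SI (x axis) and colon (y axis), with a point per gene called in at least 1 tissue and tested in both. Of the 265 genes called in SI alone, 186 have the same sign in colon, 181 of them with a smaller change, the 32 called in colon alone include H2-Aa and Cd74 at the top left, and the 13 called in both share their sign.

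The product of genotype and tissue was tested in 17953 genes and called in 74, 52 with a higher genotype effect in colon and 22 with a higher effect in SI, while 1740 had an unadjusted p under 0.05. The replicate block, the alternative that moved the count most, gave 342 genes (227 and 115), 71 of them in both fits. In that fit the 4 groups were scaled together. Mptx2 had 1126 ± 265 CPM (SD, n = 6) in WT SI, 45.3 ± 25 CPM in 9S/T-A SI, 464.9 ± 156.2 CPM in WT colon and 623.2 ± 133.7 CPM in 9S/T-A colon, and its log2 fold change was 5.06 higher in colon (SE 0.395, adjusted p = 3.38e-08). Sval1 had 4.70 ± 0.476, 16.5 ± 4.62, 1184 ± 287.6 and 959.7 ± 146.2 CPM in the same order, an interaction of -2.11 (SE 0.231, adjusted p = 1.62e-05). Ceacam10 (ENSMUSG00000054169, chromosome 7, 24777204 to 24784649) had 8.15 ± 5.70, 0.476 ± 0.185, 76.6 ± 5.75 and 73.5 ± 14.2 CPM, an interaction of 4.003 (SE 0.445, adjusted p = 1.62e-05). Close paralogs make the counts of Mptx2 and Ceacam10 uncertain, and Ceacam10 lies near Cd177 on chromosome 7.

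Between colon and SI in WT, 10794 of 16979 genes were called, 5625 higher in colon and 5169 higher in SI, with a median absolute log2 fold change of 0.80. With the replicate block there were 11716, and the alternative that moved the count most, no gene filter, gave 12045. In WT, same-numbered libraries of both tissues deviated together with a mean correlation of 0.281 against -0.052 for other numbers (exact one-sided permutation p = 0.00278). The same contrast in 9S/T-A called 10319 of 16938 genes (5576 and 4743), 11634 with the replicate block, with a same-number correlation of 0.349 against -0.067 (exact one-sided permutation p = 0.00139). In WT, 4050 genes higher in colon and 3845 higher in SI met the rule for named genes, and the ranking was made among these. Highest in colon relative to SI were Gm53, a long noncoding RNA gene (ENSMUSG00000078706, chromosome 11, 96251105 to 96264868), with a log2 fold change of 9.04 (SE 0.284, adjusted p = 6.79e-13), Best2 (ENSMUSG00000052819, chromosome 8, 85007202 to 85014408) with 8.95 (SE 0.213, adjusted p = 4.63e-14) and Hoxb13 (ENSMUSG00000049604, chromosome 11, 96194316 to 96197447) with 8.91 (SE 0.141, adjusted p = 2.19e-15). Hoxb13 had 240.9 ± 29.9 CPM (SD, n = 6) in colon and 0.501 ± 0.0842 CPM in SI. Lowest were the Paneth cell defensins Defa26 (ENSMUSG00000060070, chromosome 8, 21618183 to 21618972) with -10.39 (SE 0.28), Defa30 (ENSMUSG00000074444, chromosome 8, 21134642 to 21135598) with -10.36 (SE 0.406) and Defa17 (ENSMUSG00000060208, chromosome 8, 21655780 to 21656735) with -10.34 (SE 0.382), at adjusted p from 1.17e-13 to 6.77e-12. Defensin paralogs share reads, so the split among these 3 genes is uncertain.

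Marker set scores addressed whether secretory, stem cell and cycling programmes differed between genotypes. In the exact permutation test, which did not pair the libraries, none of the 16 comparisons passed an adjusted p of 0.05, while 8 had an unadjusted exact p under 0.05. In SI the goblet score rose from 8.85 ± 0.073 to 9.09 ± 0.161 (SD, n = 6), a difference of 0.24 with 5 of 6 same-numbered pairs higher (exact two-sided permutation p = 0.00866, adjusted p = 0.0693). The Paneth score went from 9.02 ± 0.229 to 8.55 ± 0.237, a difference of -0.47 with 5 of 6 pairs lower (exact permutation p = 0.013, adjusted p = 0.0693), and without Mptx1, Mptx2, Itln1 and Ang4 the difference was -0.20 (exact permutation p = 0.18). Differences in SI were -0.46 for the enteroendocrine score (6 of 6 pairs lower, adjusted exact p = 0.0923), -0.21 for the stem score (5 of 6 lower, 0.0899), -0.37 for the cell cycle score (5 of 6 lower, 0.0952) and -0.61 for the tuft score (6 of 6 lower, 0.0899). The paper found no reporter in ChgA-positive enteroendocrine or Dclk1-positive tuft cells the day after tamoxifen, the time of this sort. The enteroendocrine and tuft scores, here and in colon, need not measure mature cells of those types. The absorptive score differed by 0.36 (5 of 6 higher, 0.225) and the MHC class II score by -0.84 (5 of 6 lower, 0.139).

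In colon the goblet score differed by 0.17 (5 of 6 pairs higher, adjusted exact permutation p = 0.0952), the Paneth score by 0.21 (5 of 6 higher, 0.123), the enteroendocrine score by -0.25 (4 of 6 lower, 0.132) and the tuft score by -0.30 (6 of 6 lower, 0.187). The mean Paneth score in WT was 4.68 in colon against 9.02 in SI, and in colon it need not reflect Paneth cells. The stem and absorptive scores differed by -0.008 and -0.003, each with 3 of 6 pairs higher (0.918 and 0.972). The cell cycle score was 0.35 higher in 9S/T-A with 6 of 6 pairs higher (adjusted exact p = 0.132). The MHC class II score rose from 1.83 ± 0.309 to 3.93 ± 1.36 (SD, n = 6), a difference of 2.10 with 6 of 6 pairs higher (exact permutation p = 0.00866, adjusted p = 0.0693). With the replicate block, an exact flip of signs gave p = 0.0312 for the enteroendocrine and tuft scores in SI and for the cell cycle, tuft and MHC class II scores in colon, the smallest p that test can give. Single genes of these sets were called more often with the replicate block: 12 against 1 enteroendocrine genes and 9 against 4 tuft genes lower in SI, and in colon 14 against 0 cell cycle genes and 7 against 3 MHC class II genes higher and 5 against 0 tuft genes lower. The alternative that changed the most calls was limma camera, which takes genes as the replicates and put 14 of the 16 past the threshold, with a mean log2 fold change of 3.21 for MHC class II in colon. The median over a set moved the Paneth score in SI to -0.949 and the absorptive score in colon to 0.245, while camera gave -0.469 and -0.025.

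The genotype effect on a score differed between tissues for the Paneth (colon minus SI 0.68, exact permutation adjusted p = 0.0173), stem (0.20, 0.0346), cell cycle (0.72, 0.00864) and MHC class II scores (2.94, 0.00864). It did not for the goblet (-0.07, 0.448), enteroendocrine (0.21, 0.28), absorptive (-0.32, 0.28) and tuft scores (0.31, 0.0797). The Paneth difference need not mean opposite responses of Paneth cells, since the set may measure other cells in colon. Mptx1, a gene of that set, had the most counts of any gene in several colon libraries. The paper describes a Paneth lineage change in SI alone. The leukocyte score differed by -0.27 in SI (exact permutation p = 0.171) and by -0.005 in colon (exact p = 0.97), where only 6 of its 20 listed genes passed the filter.

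**Figure D3:**
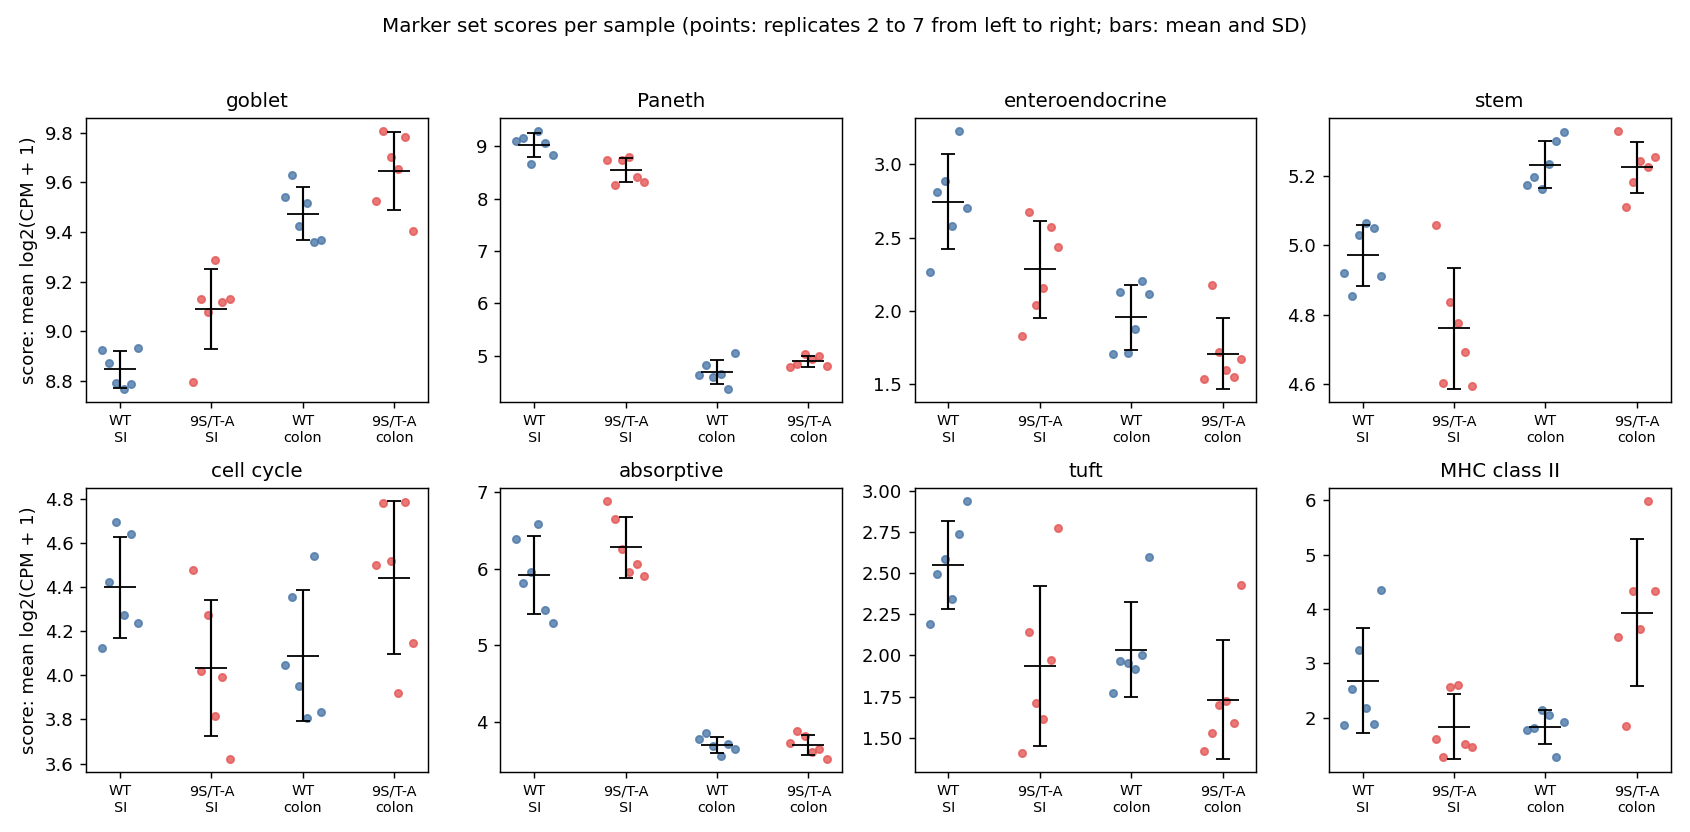
Scores (mean log2(CPM + 1) over the genes of a set) of the 8 marker sets in the 4 groups, with a point per replicate, numbered 2 to 7 from left to right, and bars for mean and SD. The 9S/T-A SI library numbered 2 has a goblet score of 8.80, below the WT mean of 8.85, unlike the other 5, and 5 of the 6 MHC class II scores in 9S/T-A colon lie above all WT colon scores.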

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

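The leukocyte test below was fixed before the data were examined, and the tests of interferon, of parts of the Paneth set and of the libraries numbered 7 were chosen only after the result was seen. In 128 groups of 6 values, a sample was counted as far from the rest when its gap to the nearest other value, as a share of the group's range, exceeded Dixon's critical value for 6 samples. By chance 6.4 groups would show such a sample, and 15 did, 10 of them in libraries numbered 7.

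The libraries numbered 7 came from female mice of both genotypes. WT SI 7 had the lowest total, 36 M counts against 51 to 57.8 M in the other 5, and an Akp3 value of 3.397 CPM against 9.953 to 12.91 CPM. WT colon 7 had a tuft score of 2.6 (others 1.771 to 2.001), a leukocyte score of 1.259 (0.694 to 0.874), Sgtb at 4.199 CPM (2.332 to 2.975), Gm53 at 86.42 CPM (46.46 to 55.34) and Defa30 at 18.48 CPM (5.52 to 10.23). In 9S/T-A colon 7 the tuft score was 2.43 (1.419 to 1.721), Rab2b 4.406 CPM (2.104 to 2.756) and Muc2 15240 CPM (21870 to 23880). Both colon libraries numbered 7 also stood apart on the first principal component of colon, which held 37.1% of the variance, with a mean of 58.2 against -12.8 for the rest. Library depth was tested with the WT colon library of the lowest total (44.7 M, number 6), which lay at -0.9, near the rest. The test was chosen with the totals known. In 9S/T-A colon, number 7 had the lowest total (49.0 M) and lay at 60.6, while number 3, with nearly the same total (49.6 M), lay at -21.3, so these values speak against depth in both genotypes. In 2 of 2 genotypes the colon library numbered 7 had the highest leukocyte score, but that of WT was already known, so leukocyte RNA in the sorted cells remains a candidate explanation that cannot be told apart from others such as a different sorting day. Number 7 is present in both genotypes, so it does not by itself separate them. No biological explanation was tested.

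The remaining 5 far samples were single values: the enteroendocrine score of 9S/T-A colon 3 at 2.177 (others 1.531 to 1.722), Chga in the same library at 28.23 CPM (14.36 to 18), H2-Aa in 9S/T-A colon 6 at 148.5 CPM (1.931 to 29.28), Rps3a3 in WT colon 6 at 165.3 CPM (294.8 to 344.3) and Best2 in WT SI 2 at 0.7931 CPM (0.2964 to 0.4447). The 6.4 that chance gives is for all 128 groups, so it cannot judge these 5. Chga belongs to the enteroendocrine set, and Rps3a3 is a processed pseudogene of uncertain counts. Rps3a3 was low in WT SI 6 too, at 76.92 CPM with all 24 libraries scaled together. The other WT SI libraries had 90.63 to 156.9 CPM and the 9S/T-A SI libraries 44.41 to 75.06 CPM. The cause was not tested, and no biological explanation was tested.

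Of the 27 named genes tested for the interaction, Mptx2, Sval1 and Ceacam10 were named for its smallest adjusted p. Others were named for a large change in 1 tissue, so the count below partly follows from how genes were chosen. The genotype effect differed between tissues for 6 of the 27, as the interaction (colon minus SI, log2, edgeR). It was -2.112 for Sval1 (adjusted p = 1.62e-05), 5.06 for Mptx2 (3.38e-08), 2.243 for Cd177 (0.00149), 2.385 for Duox2 (0.00186), 6.859 for H2-Aa (0.0111) and 4.003 for Ceacam10 (1.62e-05). Of the 32 splits of the 12 units of genotype and number that separate the same-numbered pairs, 1, the real split, gave as many as 74 genes. Reads shared with paralogs leave Mptx2, H2-Aa and Ceacam10 uncertain, and Cd177 and Ceacam10 are close neighbours on chromosome 7 (24743985 and 24777204). Library depth and a few dominant genes were not tested for single genes. With the replicate block in edgeR, the interaction was 5.206 for Mptx2 (adjusted p = 4.94e-08), -2.061 for Sval1 (8.98e-05) and 3.801 for Ceacam10 (0.000572). The block here was the unit of genotype and number. Each number occurs once in each of the 4 groups, so an effect shared by a number cannot by itself create an interaction. The blocked values therefore cannot judge batches as the source. Batches that differ between tissues within a number, or of any other kind, were not tested. The cause of these interactions was not tested further, and no biological explanation was tested.

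The scores whose genotype effect differed between tissues were those of Paneth (0.681, adjusted exact p = 0.0173), stem (0.203, 0.0346), cell cycle (0.72, 0.00864) and MHC class II genes (2.943, 0.00864). These tests take same-numbered SI and colon libraries of a genotype as pairs, which the labels do not state. In colon the Paneth set need not reflect Paneth cells.

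For MHC class II genes higher in 9S/T-A colon (difference 2.10, 6 of 6 pairs), leukocyte contamination of the sorted cells was tested with the leukocyte score, which did not differ (exact p = 0.97). Only 6 of its 20 listed genes passed the filter in colon, with low mean scores of 0.857 in WT and 0.852 in 9S/T-A. So few genes with low counts cannot exclude leukocytes as the source. An interferon response of the sorted cells was tested with a score of 19 interferon gamma response genes, which was 0.742 higher with 5 of 6 pairs higher, short of the threshold (exact p = 0.0541). That score fell in number 3 (-0.286), the number whose 9S/T-A colon MHC class II score, 1.844, was the lowest. An interferon response is thus not shown and not excluded.

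For the Paneth score lower in 9S/T-A SI (difference -0.47), reads shared between defensin genes were tested by leaving those genes out. The score of the remaining 17 genes still differed, by -0.693 with 6 of 6 pairs lower (exact p = 0.00216), and the 8 defensin genes by 0.005 (exact p = 0.987). Without Mptx1, Mptx2, Itln1 and Ang4, genes near other changed genes on chromosomes 1 and 14, the difference was -0.204 (exact p = 0.18). These regions were picked because their genes had changed, so that test cannot tell whether a few genomic regions or the Paneth cells as a whole carry the shift. Without those 4 genes 5 of 6 pairs were still lower, and the median over the Paneth set differed by -0.949 (adjusted exact p = 0.0346). Lyz1, another Paneth gene, differed by -0.15 without passing the correction (adjusted p = 0.645). No test of cause was run for the stem and cell cycle scores.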

How the results depend on the processing

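The alternatives that left out number 2 or number 7 in both genotypes were chosen after seeing the data. No tests of cause were chosen for this part. Of the changes given in it, causes were tested only for that of leaving out number 2 in SI, under Other observations.

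Genes called in SI numbered 315, against 561 at an adjusted p of 0.1, 779 with DESeq2, 477 with the replicate block and 520 with all 24 samples in one fit, and from 188 to 550 across the 12 fits that each left out a library. With the replicate block, leaving out number 2 in both genotypes gave 2476 genes and leaving out number 4 gave 188. Genes called in colon numbered 54, against 109 at 0.1, 254 with DESeq2, 90 with no filter, 385 with the replicate block, 89 with sex as covariate and 103 with all 24 samples in one fit, and from 30 to 72 across the fits that left out a library. Blocked colon fits without number 2, 3, 4, 5, 6 or 7 gave 211, 202, 127, 225, 311 and 148 genes. The interaction was called in 74 genes, 136 at 0.1, 257 with DESeq2 and 342 with the replicate block, and from 42 to 94 across the fits that left out a replicate number of a genotype. In simulated data DESeq2 made 44 false calls in SI and 36 in colon, against 5 and 3 with edgeR, and edgeR with the replicate block made 6 and 9, while recovering 71.5% and 74%. The simulated libraries lacked the deviations that same-numbered libraries share, so they cannot judge the blocked fit of the real data. How many of the further calls in the real data are false was not tested. RLE factors and a mean of at least 10 counts kept all 5 counts within 1.5 times. The tissue contrasts stayed within 1.5 times under every alternative run, from 10446 to 11316 genes in WT and from 9945 to 10873 in 9S/T-A when a library was left out.

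The correlation of genotype effects between tissues was 0.565, 0.166 over all genes tested in both, 0.528 over genes called in colon, and from 0.521 to 0.653 across the 24 fits that left out a library.

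Among named genes, the replicate block reversed Rassf4 in colon to -0.014 (0.00 without it). Another 6 results changed, all to past the threshold: Dll4 in SI and Muc2 in colon under DESeq2 and the replicate block, and Chga and Mki67 in colon under the replicate block. Leaving out a library reversed Chga in SI in 3 of 12 fits (-0.386 to 0.071), Dll4 in colon in 1 (-0.104 to 0.004) and Rassf4 in colon in 5 (-0.098 to 0.068). Dll4 in SI and Muc2 in colon each passed the threshold in 1 of the 12 fits. The 8 genes described for SI and the 7 for colon kept their direction when a library was left out.

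Plain totals gave a Paneth score difference in SI of -0.58, past the threshold, and kept the direction and side of the other 15. Among these, goblet in SI was 0.137 (adjusted exact p = 0.115), against 0.243 with TMM. Stem in SI was -0.317 (adjusted exact p = 0.0742), against -0.211. With the median over a set, Paneth (-0.949) and enteroendocrine scores (-0.881) in SI and MHC class II in colon (2.535) passed it, and in colon the stem (0.003) and absorptive scores (0.245) reversed. Camera put 14 scores past it: in SI goblet 0.216, Paneth -0.469, enteroendocrine -0.614, stem -0.214, cell cycle -0.378, absorptive 0.404, tuft -0.773 and MHC class II -1.517, and in colon goblet 0.173, Paneth 0.173, enteroendocrine -0.44, cell cycle 0.391, tuft -0.445 and MHC class II 3.206. Camera takes genes as replicates, so its p-values do not include the spread between mice. Without number 7 in both genotypes the stem (0.005) and absorptive scores (0.021) in colon reversed, and without number 2 the absorptive score (0.004). A pseudocount of 0.1, all genes of a set and the flip of signs kept the direction and the side of the threshold of all 16 scores, though the smallest p of the flip of signs can hardly pass the correction.

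Leaving out a library gave differences in SI from 0.203 to 0.301 for goblet, -0.54 to -0.414 for Paneth, -0.559 to -0.367 for enteroendocrine, -0.271 to -0.178 for stem, -0.454 to -0.283 for cell cycle, 0.239 to 0.496 for absorptive, -0.777 to -0.504 for tuft and -1.003 to -0.506 for MHC class II. In colon they were 0.14 to 0.22, 0.148 to 0.283, -0.343 to -0.199, -0.029 to 0.015, 0.285 to 0.459, -0.038 to 0.033, -0.442 to -0.19 and 1.691 to 2.519 in the same order, and the stem score reversed in 4 of the 12 fits and the absorptive score in 5. MHC class II in colon passed the threshold in 3 of the 12 fits, and the goblet, Paneth, stem and cell cycle scores in SI and the goblet, Paneth and tuft scores in colon in 1 each.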

Other observations

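The tests of split samples without the block, gene length, GC content, distance between shared genes and distance from Atoh1 were fixed before the data were examined, and all other tests in this part were chosen only after the result was seen.

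Each comparison was repeated on the 32 splits of its samples that separate the same 6 same-numbered pairs, while other splits would separate fewer pairs and were not used. In colon 1 of the 32 splits, the real one, gave as many genes, both without the block (54 genes, others 0) and with the replicate block (385 genes, others at most 5). Without the block, which was the only form run for them, 1 of 32 was also found for the interaction and for the tissue contrasts in WT (1 of 32) and 9S/T-A (1 of 32). In SI 2 of the 32 splits gave as many genes, without the block and with it. Besides the real split (315 and 477 genes) this was the split that exchanged the SI libraries numbered 2 alone, with 446 genes and 1939 with the replicate block, while the median of the other splits was 0. At 2 of 32 the share is above 0.05, so the SI count is not separated from other splits of the samples by this test. The rival split keeps the real genotype in every pair but number 2, so it is not free of a genotype effect. Every further split gave 0 genes without the block and at most 28 with it.

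The 9S/T-A minus WT difference of number 2 in SI correlated with the mean of the other numbers at 0.254 across genes, against 0.424 to 0.569 for the others, and leaving number 2 out of the blocked fit raised the count from 477 to 2476. A candidate explanation is that the SI libraries numbered 2 were exchanged between the genotypes. Of 27 genes that separated the genotypes in colon and in the other 10 SI libraries, 15 (55.6%) placed both libraries numbered 2 with their own label, 1 placed both with the other label and the rest did neither, and all 4 genes changed at least 4-fold in colon followed their own label. In SI itself, Ear1, Ear2 and Ear10 had 247, 379 and 333 counts in WT SI 2 and 0, 1 and 0 in 9S/T-A SI 2, and Mptx2 had 596.8 and 16.58 CPM, as in the other 5 numbers. These values speak against an exchange. Number 2 was however the only pair in SI with the opposite sign for the goblet (8.796 in 9S/T-A and 8.927 in WT), stem (5.059 and 4.92) and cell cycle scores (4.476 and 4.122). Another candidate explanation is the part of the SI that the cells came from. The paper states that the proximal part of the SI was dissected, which narrows this to differences within or around that part. The distal minus proximal score of 9S/T-A minus WT was -0.343 in number 2, and 1 of the other 5 numbers had the opposite sign, so number 2 was not set apart. Across all SI libraries that score did not separate the genotypes (exact p = 0.108), so it was not shown to explain the genes changed in SI. What sets number 2 apart was not found.

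Gene length bias and GC content bias were tested by Spearman correlation with the log2 fold change across genes. For length rho was -0.012 in SI and 0.162 in colon, and for GC content 0.094 in SI and -0.065 in colon, below the bound of 0.2 that was set.

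Same-numbered libraries deviated together across genotypes, at 0.18 in SI and 0.316 in colon. Sex of the mice may explain part of it: of the 36 pairings within each sex, a share of 0.25 in SI and 0.0833 in colon had a mean correlation as high, so this test did not separate the numbers from sex. Other values point to more than sex: libraries of the same sex but another number correlated at 0.054 in SI and 0.069 in colon, and sex as covariate gave 89 genes in colon against 385 with the replicate block. For the libraries with the same number but different genotype and tissue, the correlations were 0.248 and 0.253.

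Among the 13 genes called in both tissues, 5 lay within 5 Mb of another, and a share of 0.0054 of 10000 random gene sets had as many (median 0). Such clustering may come from passenger or strain segments that differ between the 2 mouse lines, which the counts alone cannot show directly. For DNA around the targeted Atoh1 locus, 0 of the 13 genes lay within 10 Mb of Atoh1, which says nothing of genes called in a single tissue. With a count of 0 every random set has as many, so the share of 1 adds nothing to that count. The most genes called in SI in a 5 Mb window were 11 on chromosome 14 (50 to 55 Mb), 9 on chromosome 7 (40 to 45 Mb) and 9 on chromosome 9 (105 to 110 Mb), and gene families in such windows share reads.

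Processed pseudogenes with changed counts were traced to parent genes. The 13 pseudogenes had 7 parents, among them Tma7 and Rpl29 on chromosome 9, Psmb5 on chromosome 14 and Rps3a1 on chromosome 3. The parents had 5.71 changed genes within 5 Mb on average, against 1.84 in random sets of parents, and a share of 0.0011 of 10000 random sets had as many. Tma7 (from 109074568) and Rpl29 (from 106429454) lie within 5 Mb of each other, so their 11 changed genes each can be partly the same. Psmb5 had 12 and the rest 0 to 3, so a few regions carry the excess and the share may be too small. The pseudogenes' own positions had 2.08 against 1.41 (share 0.124). Psmb5-ps changed by -6.92 in SI while Psmb5 changed by 0.16 (adjusted p = 0.465). Other pseudogenes changed with their parents: Cd63-ps by 0.31 and Cd63 by 0.31 in SI (adjusted p = 0.031 for Cd63), Gm16580 by -0.44 and Gm8276 by -0.53 with Pabpc1 by -0.42 in SI (0.0311 for Pabpc1), and Gm12987, Gm13213 and Gm17669 by -0.80, -0.81 and -0.66 with Rpl29 by -0.44 in colon (0.0379 for Rpl29). Cd63 and Pabpc1 had 0 and 2 changed genes within 5 Mb. For the pseudogenes that changed without their parents, a candidate explanation is sequence differences between the 2 mouse lines around the parent genes, by which reads of a parent aligned to a pseudogene copy in 1 line, rather than a change of transcription at the pseudogenes' own positions. Gm29241 goes against it, since it changed by -1.27 in SI (adjusted p = 0.0449) without its parent Hnrnpa1 (-0.33, adjusted p = 0.237), which had only 1 changed gene within 5 Mb. It is a hypothesis, since it was found and tested on the same data, and reads were not analysed here.

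Of the Ear and Ang genes lost in 9S/T-A SI, Ear1, Ear2 and Ear10 had at most 1 count in any 9S/T-A SI library and at least 166 in every WT SI library. RNA from eosinophils among the sorted WT SI cells was tested as a source with an eosinophil score, which fell by 0.085 in 9S/T-A (exact p = 0.394 without pairs). It was lower in 6 of 6 same-numbered pairs, for which a flip of signs gives its smallest p of 0.0312, so the score alone cannot tell. Summed over the WT and 9S/T-A SI libraries, its genes had 10 against 1 counts for Prg2, 34 against 3 for Alox15, 5 against 12 for Ccr3, 5 against 6 for Il5ra and 445 against 453 for Cd300lf. Epx, an eosinophil gene, had 0 counts in every SI library, while the colon libraries had up to 9 counts of Epx and at most 1 of Ear1. Ear1 thus did not follow Epx, which speaks against eosinophils as the source. For reads moved between members of the Ear and Ang family, the family sum went from 1452 to 913.2 CPM (exact p = 0.00866), but Ang4 (log2 fold change -1.11) holds most of it, and Ang (0.84) and Rnase4 (0.43) rose, so the sum cannot tell whether reads of the Ear genes moved. The loss may follow from the mutant protein or from a difference between the lines in this part of chromosome 14, and no test here separates these.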
